A study of Mus musculus with 6 samples. Its data were reported in "Polymer Simulations of Heteromorphic Chromatin Predict the 3D Folding of Complex Genomic Loci" (2018).

How the data were processed

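RNA-seq was compared between 2 mouse cell lines, MV+ and RAG, with 3 libraries per line that the labels give as separate replicates from separate flasks. The p-values therefore measure the spread between cultures of 1 line each, and not between lines of a kind. Total RNA was depleted of ribosomal RNA with a hybridization kit, made into libraries with a kit that is not described as marking strand, and sequenced as single reads of 50 nt.

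Per the file headers and the study's methods, the authors aligned the reads to mm9 with TopHat2 version 2, handled alignments with SAMtools 1.6 and obtained counts per RefSeq gene with featureCounts 1.5.0-p3 of Subread at default settings. The deposited counts were raw, with 1 column per library. At these settings reads are counted without regard to strand, reads that align to several places are left out, and reads that overlap several genes are left out. Genes with identical copies are therefore undercounted, and the strand that a read came from is not used. The deposited FPKM values were made by the authors from the same counts, as the count divided by the summed exon length in kb and by the library total of counts assigned to genes, on the usual scale. They were recomputed here from counts and lengths, and the largest relative difference was 2.8e-15. The 2 deposited copies of the counts differed in 0 cells. The table held 23284 genes, of which 17828 had a count in some library, and 0 rows lacked a gene name. Gene positions are those of the deposited table (mm9).

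Each library's total count is given with the results. A floor of 3 counts corresponded to between 0.0695 and 0.172 CPM, the count scaled by library size, in a single library. Where a gene had no count in any library of a line, its fold is a lower bound against 3 counts summed over that line. Bounds and counting intervals (95%, exact Poisson) cover counting error only. The 3 libraries of a line differed from each other by more than sampling noise, with a chi-square per degree of freedom between 9.88 and 104, so each was used as 1 replicate.

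Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (robust, in R 4.3.3) after filterByExpr at its defaults and TMM normalization, with no block, and 12965 genes were tested. Tests were two-sided, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. A log2 fold change is MV+ minus RAG, and its standard error (SE) is its size over the square root of the F statistic. Where a line has few counts, this SE can understate even counting error. For Krt19, with 3 counts in RAG, it gives a 95% interval from 508 to 979-fold, against a counting interval from 277 to 3942. CPM values use the TMM-scaled library sizes and are given as mean ± SD over 3 libraries. Gene lists with at least 5 tested members were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, adjusted over the 18 lists, and also with the correlation estimated and with fry. The lists, the tests of the comparison, the alternatives named below and the rule for named genes were fixed before the data were examined. That rule took Pax6 and the nearest 5 tested genes on each side, the 10 genes with the largest log2 fold change in each direction (mean of at least 10 CPM in the higher line, libraries of the lines separated, small RNA genes left out), up to 2 called members of each list in each direction, 7 single genes (Hprt, Xist, Tsix, Ddx3y, Eif2s3y, Kdm5d and Uty) and the 5 genes with the most counts in each line. The window around Pax6 took genes within 2.5 Mb of its start.

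The lists were lens and eye transcription factors; crystallins and lens fibre genes; kidney proximal tubule genes; kidney developmental regulators; distal nephron, collecting duct and podocyte genes; epithelial junction and keratin genes; mesenchymal and myofibroblast genes; collagens and extracellular matrix genes; interferon response genes; MHC class I antigen presentation genes; CTCF and cohesin genes; histone acetylation genes; Polycomb and HP1 genes; proliferation genes; p53 target genes; Hox genes; glycolysis genes; cholesterol synthesis genes; housekeeping reference genes; and, for cells that neither line should hold, pancreatic islet genes, leukocyte, endothelial and erythroid genes, neuronal genes, and retina and pigment cell genes. Older symbols were matched through a RefSeq table of another assembly used only for names.

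The edgeR steps were tested on simulated data drawn from the means, dispersions and library sizes of the 12965 genes of this comparison. Of 50 genes changed at each size, 30.0% were called at 1.25-fold, 82.0% at 1.5-fold, 92.0% at 2-fold and 96.0% at 4-fold, with 13 false calls (7.98% of calls). The changed genes were drawn from those above a minimum mean count, so recovery of genes with few counts was not tested. All other genes were left unchanged, so neither normalization nor false calls were tested where most genes differ, as between these lines. When 1 list was raised 2-fold, camera called it and 0 of 16 unchanged lists. Simulated genes were drawn independently of each other, so this does not test camera on lists whose members vary together. In the data the estimated correlation ran from -0.0147 for MHC class I genes to 0.376 for mesenchymal genes, against the preset 0.01. Alternatives were RLE and upper quartile normalization, DESeq2 1.42.0, other filters, each replicate left out, the replicate number as a block, small RNA genes left out, and limma on log2(FPKM + 1) and log2(FPKM + 0.1). With DESeq2 the lists were tested by cameraPR, a form of camera that takes 1 statistic per gene, here the log2 fold change over its SE. It used the same preset correlation and all genes with a DESeq2 adjusted p, so the members tested differ from the main test.

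The replicate numbers come from the labels, which do not say what libraries of the same number share. Over tested genes, deviations from the line's mean correlated at 0.218, 0.143 and 0.134 between MV+ and RAG libraries of the same number, and at between -0.132 and -0.0116 for different numbers. Deviations from a line's mean cancel within the line, so the negative values follow from the positive ones and are not separate evidence. By the limit of 0.1 set for every pair, the numbers were taken to pair the libraries, and the fit with the replicate number as a block is given beside a result where it changed a call.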

Results

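Gene expression was measured by RNA-seq of ribosome-depleted total RNA in MV+, a mouse lens epithelial line that the study calls Pax6-ON, and RAG, a mouse renal adenocarcinoma line that it calls Pax6-OFF. The paper derives MV+ from a C57BL6 mouse and RAG from the BALB/c strain, so line and strain differ together in every comparison. Each line had 3 libraries, with 17413045, 19690449 and 22428230 counts in MV+ replicates 1, 2 and 3 and 33790815, 28252165 and 43168532 in RAG. The study compared the folding of the chromatin around Pax6 between cell lines that express the gene at different levels, and a line with high expression that it also used is not in this series. Rn45s, the ribosomal RNA precursor, took 14.8% ± 1.98 of counts in MV+ and 16.7% ± 3.93 in RAG (SD, n = 3).

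Most genes tested differed in level between the 2 lines. Of all genes tested, called or not, 10307 had a mean of at least 1 CPM in both. MV+ expressed Cxcl12, a chemokine, at 289 ± 27.4 CPM (SD, n = 3), Nes, the intermediate filament nestin, at 203 ± 22.4 CPM, and the mesenchymal transcription factor Prrx1 at 116 ± 17.0 CPM, and none of these had a count in RAG. RAG expressed Wfdc2, a secreted protease inhibitor of epithelia, at 442 ± 21.9 CPM, the membrane glycoprotein Pdpn at 147 ± 3.09 CPM and the protease inhibitor Slpi at 114 ± 10.5 CPM, and none of these had a count in MV+. Of 12965 genes tested, 79.3% were called, 5238 higher and 5047 lower in MV+ (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Past an absolute log2 fold change of 1, 2430 were higher and 2132 lower.

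Among the genes most elevated in MV+, Cxcl12 was at least 9501-fold higher than in RAG, Nes at least 6661-fold, and Col3a1, a fibrillar collagen, at least 5944-fold. The protocadherin Pcdh18, Prrx1, Dse, an enzyme of dermatan sulfate synthesis, Pmepa1, and Ddx3y of the Y chromosome followed, at least 4342, 3807, 3138, 2954 and 2808-fold higher. Hist1h4n was at least 3839-fold higher, but it is a histone H4 gene with near-identical copies, so its counts are uncertain. Tmsb4x, the actin-binding thymosin beta-4, had 21840 counts in MV+ and 1 in RAG. Among the genes most elevated in RAG, Wfdc2 was at least 9435-fold lower in MV+, Pdpn at least 3117-fold, Hoxd8 at least 2939-fold, Slpi at least 2407-fold and Mal, a protein of apical membranes, at least 2186-fold. Hoxd9, the sulfotransferase Sult1c2, the adaptor Grb7 and the melanosome transport protein Mlph were at least 1468, 1344, 1264 and 1236-fold lower in MV+. Krt18, a keratin of simple epithelia, had 48509 counts in RAG and 1 in MV+. When the deposited FPKM values were tested instead (limma, log2(FPKM + 1), no filter), 61.0% of called genes were higher in MV+ against 50.9% here. Gene by gene, over genes in both fits, the log2 fold change was higher there by a median of 0.17.

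Pax6, the transcription factor of eye and pancreas development that defined the lines, was expressed in MV+ and close to absent in RAG. It lies on chromosome 2 from 105509053 to 105537521 on the plus strand. MV+ libraries held 1136, 1159 and 1316 counts of Pax6, or 57.3 ± 5.16 CPM (SD, n = 3), and the deposited FPKM was 16.6 ± 1.02. RAG libraries held 0, 0 and 4 counts, or 0.0310 ± 0.0536 CPM. The log2 fold change was 10.32 ± 0.25 (SE, edgeR adjusted p = 5.64e-14), a fitted 1280.4-fold difference. Its 95% interval from 914 to 1794 is built on that SE and is too narrow, since the fold rests on 4 counts in RAG. Pax6 ranked 228 by log2 fold change among genes higher in MV+. All counts in RAG came from replicate 3: without it the fitted log2 fold change was 13.42, and against RAG replicates 1 and 2 Pax6 was at least 1068-fold higher.

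**Figure D1:**
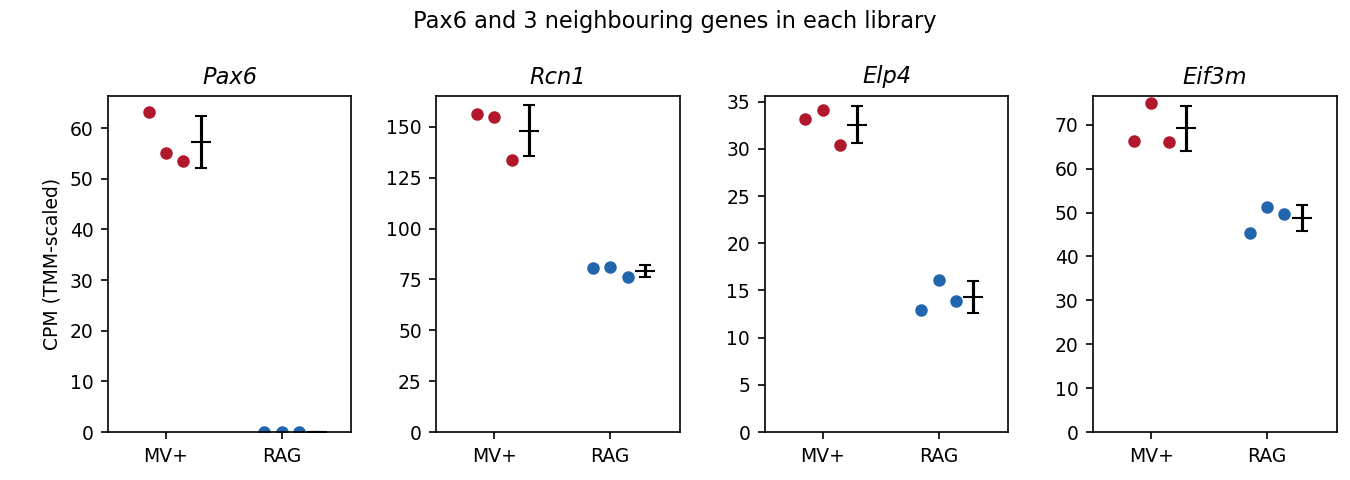
CPM of Pax6, Rcn1, Elp4 and Eif3m in each of the 3 MV+ (red) and 3 RAG (blue) libraries, with the mean and SD in black and axes from 0. Pax6 was at 57.3 CPM in MV+ and near 0 in RAG, while Rcn1 was at 148 and 79.3 CPM.

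The protein-coding neighbours of Pax6 on either side, Rcn1 and Elp4, were expressed in both lines and higher in MV+. Rcn1, a calcium-binding protein of the endoplasmic reticulum that lies upstream, was at 148 ± 12.7 CPM in MV+ and 79.3 ± 2.88 in RAG (SD, n = 3), a log2 fold change of 0.90 ± 0.07 (edgeR adjusted p = 1.81e-08). Elp4, a subunit of the Elongator complex that lies downstream and holds distal Pax6 enhancers in its introns, was at 32.6 ± 1.95 and 14.3 ± 1.67 CPM, a log2 fold change of 1.19 ± 0.10 (adjusted p = 1.53e-08). Eif3m, a translation factor subunit, and Dnajc24 rose by 0.50 ± 0.08 and 0.44 ± 0.09 on the log2 scale. Immp1l, next to Elp4, was at 6.42 and 5.66 CPM and was not called at 0.18 ± 0.12 (adjusted p = 0.170), but was called higher by limma on FPKM, at 0.31 to 0.36 (adjusted p between 0.00788 and 0.0163).

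Other genes of the window went in both directions. Wt1, the kidney and gonad transcription factor, was lower in MV+ with a log2 fold change of -3.05 ± 0.57, from 7 counts in MV+ and 95 in RAG; without MV+ replicate 1 the value was -4.29, without MV+ replicate 3 it was -2.37, and without MV+ replicates 1 and 2, which leaves a library with 0 counts, the fitted value was -7.88. Prrg4 was lower, at -1.92 ± 0.11, and Depdc7, Tcp11l1 and Cd59a, named after their values were seen, had log2 fold changes of -2.81, -3.45 and -3.19. Mpped2 had 72 counts in MV+ and none in RAG, which is at least 37.6-fold higher, and 2700007P21Rik was higher by 0.76 ± 0.08. Ccdc73 was called at 0.47 ± 0.20 (edgeR adjusted p = 0.0434), but the call was lost when any library other than RAG replicate 1 was left out, by DESeq2, without a filter, and without MV+ replicates 1 and 2, with an adjusted p between 0.0503 and 0.201. Of the 39 genes of the window, 24 were tested, and besides Pax6 13 were higher, 8 lower and 2 not called, with 5 in each direction past a log2 fold change of 1. The antisense gene Pax6os1, which overlaps the start of Pax6, had 23 counts in MV+ and none in RAG and was not tested. Strand was not used in counting, so these reads cannot be assigned to the antisense strand.

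**Figure D2:**
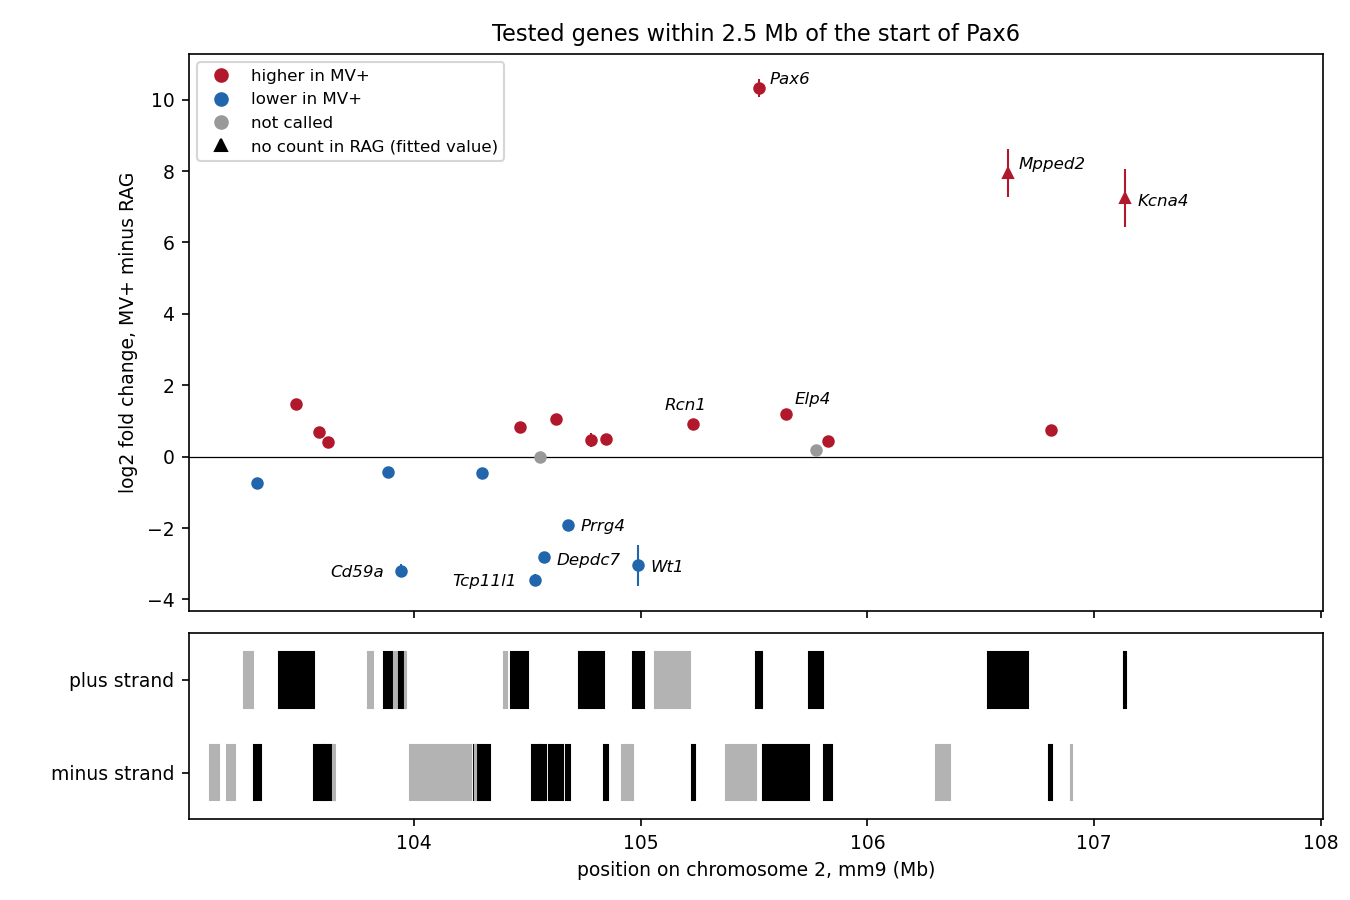
Log2 fold change, MV+ minus RAG (y, with SE), of the 24 tested genes against their position on chromosome 2 in mm9 (x, Mb), with genes of each strand below (black tested, grey not tested) and triangles for fitted values of genes with no count in RAG. Pax6 stands at 10.32, Elp4 at 1.19 and Rcn1 at 0.90.

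MV+ carried a mesenchymal and matrix program. In the list of collagens and extracellular matrix genes 23 of 25 tested were higher in MV+ and 1 was lower, with a median log2 fold change of 5.00, or 4.68 with genes at 0 in a line set to their bound. Col1a1 was at 1278 ± 266 CPM in MV+ and 0.0862 ± 0.0264 in RAG, and Col6a3 was the exception, with a log2 fold change of -1.79 ± 0.16. Of 22 mesenchymal and myofibroblast genes 19 were higher and 2 lower, with a median of 7.22; Fn1, fibronectin, was at 863 ± 149 CPM in MV+ and 0.0744 ± 0.0768 in RAG (a log2 fold change of 13.49, 14.21 without RAG replicate 2), while Pdgfra and Axl were lower, at -2.14 ± 0.19 and -0.43 ± 0.06. Camera called both lists higher (adjusted p = 2.17e-22 and 8.01e-14). With the correlation estimated the adjusted p was 0.187 and 0.271.

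Eye transcription factors other than Pax6 were also used in MV+. Of 15 lens and eye transcription factors tested 10 were higher and 3 lower, with a median log2 fold change of 5.34, or 5.32 with genes at 0 in a line set to their bound (camera adjusted p = 6.03e-05; adjusted p = 0.271 with an estimated correlation); the call was lost by limma on FPKM without a filter, with a median of 0.14 (adjusted p = 0.0825). Sox2 and Six3, which act in lens and eye formation, were at 54.7 ± 7.63 and 28.8 ± 5.30 CPM and had no count in RAG, at least 1789 and 945-fold higher. Eya2 had no count in MV+ and was at least 857-fold lower, and Maf was lower, at -1.52 ± 0.07. The lines were chosen by Pax6, a member of this list, so that member is not independent evidence of its direction. Of 29 crystallins and lens fibre genes 25 had too few counts to be tested, 3 were higher and 1 lower. The small heat shock gene Hspb1 was higher by 1.09 ± 0.10 and Cryab, alpha-B-crystallin, was lower, at -1.08 ± 0.09. Caprin2 was called higher at 0.28 ± 0.12, and that call was lost without MV+ replicate 1, MV+ replicate 2, RAG replicate 1 or RAG replicate 2 (edgeR adjusted p between 0.0896 and 0.144), by DESeq2 and without a filter (0.0979 and 0.0706), and without MV+ replicates 1 and 2 (0.313).

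Most of the tested genes of epithelia, and part of those of kidney development, were higher in RAG. Of 31 epithelial junction and keratin genes 21 had too few counts in the 2 lines to be tested. Of the 10 tested 8 were lower in MV+ and 2 higher, with a median of -3.06 (camera adjusted p = 0.000169, and 0.271 with an estimated correlation). Krt18 was at 490 ± 22.6 CPM in RAG, and Ocln, the tight junction protein occludin, was at least 189-fold lower in MV+, whereas Krt19 was at 24.5 ± 0.894 CPM in MV+ and 0.0333 ± 0.0393 in RAG (3 counts, a ratio of 812 with a 95% counting interval from 277 to 3942, and a fitted log2 fold change of 9.46 that was 10.39 without RAG replicate 2), and Dsp had 50 counts in MV+ and 3 in RAG. Of 16 kidney developmental regulators 9 were lower and 7 higher, with a median of -2.52 (camera adjusted p = 0.00481; adjusted p = 0.271 with an estimated correlation). Pax2, a regulator of kidney formation, was at least 477-fold lower in MV+ and Cdh16, kidney cadherin, had 13217 counts in RAG and 1 in MV+, while Osr1 was higher by 9.12 ± 0.21 and Cdh6 at least 69.9-fold higher. Both calls were lost by DESeq2, where the list test and the members tested differed, with medians of -0.96 and -1.33 (cameraPR adjusted p = 0.422 for each). They were also lost by limma on FPKM without a filter, with medians of -0.00877 and -0.00698 (camera adjusted p = 0.0825 and 0.153). Of 27 proximal tubule genes 9 were tested, and 5 were higher and 3 lower (camera adjusted p = 0.0529). Lrp2, megalin, was at 51.6 ± 2.44 CPM in MV+ and 0.0708 in RAG, Slc4a4 at 23.6 ± 0.707 and 0.153 ± 0.129 (a log2 fold change of 7.33, 8.25 without RAG replicate 1 and 6.75 without RAG replicate 3), Ass1 lower, at -4.45 ± 0.20 (-3.86 without MV+ replicates 1 and 2), and Hnf4a had 2 counts in MV+ and 71 in RAG. The list was called higher without RAG replicate 1 or RAG replicate 2 (adjusted p = 0.0486 and 0.0469) and with a CPM filter (0.0124). Of 24 distal nephron, collecting duct and podocyte genes 7 were tested, and 2 were higher and 4 lower (camera adjusted p = 0.0529). Elf3 was at least 351-fold lower, Tfcp2l1 lower, at -8.19 ± 0.13, and Synpo and Podxl higher by 2.49 ± 0.12 and 0.59 ± 0.07. That list was called lower without RAG replicate 1, 2 or 3 (adjusted p between 0.0364 and 0.0486) and with upper quartile normalization (0.0487).

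Hox genes, which set position along the body, were higher in RAG. Of 29 tested 25 were lower in MV+ and 1 higher, with a median log2 fold change of -2.69 (camera adjusted p = 3.17e-08; adjusted p = 0.271 with an estimated correlation). Hoxd8 and Hoxd9 were at 139 ± 10.9 and 68.1 ± 8.84 CPM in RAG and had no count in MV+.

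Cholesterol synthesis genes were lower in MV+ in 19 of 21 tested and higher in none, with a median log2 fold change of -0.84 (camera adjusted p = 6.03e-05; adjusted p = 0.271 with an estimated correlation). Insig1, a sterol sensor, was lower, at -1.94 ± 0.07. Glycolysis genes were lower in 13 of 17 and higher in 2, and the list was not called (camera adjusted p = 0.107), but was called lower by DESeq2 and by limma on FPKM (adjusted p between 0.000690 and 0.00936). Pfkp and Pdk1 were lower, at -2.48 ± 0.07 and -2.38 ± 0.10, whereas the lactate transporter gene Slc16a3 was higher by 9.50 ± 0.15 and Hk2 by 2.96 ± 0.09.

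Interferon response genes were higher in MV+ in 21 of 31 and lower in 8, with a median of 1.05 (camera adjusted p = 0.00535; adjusted p = 0.409 with an estimated correlation). Isg15 was higher by 5.84 ± 0.17 and Ddx60 had 332 counts in MV+ and 3 in RAG, while Oasl1 and Cmpk2 were lower, at -3.78 ± 0.11 and -3.62 ± 0.14. Of 13 MHC class I antigen presentation genes 10 were higher and 2 lower, and the list was not called (camera adjusted p = 0.0957), but was called higher by DESeq2 and by limma on FPKM (adjusted p between 0.0372 and 0.0454). Psmb8, an immunoproteasome subunit, was higher by 7.04 ± 0.18 and H2-T23 by 2.45 ± 0.11. H2-D1 and H2-Q4 were lower, at -0.47 ± 0.07 and -0.33 ± 0.09, in a family whose members share sequence. H2-Q4 was not called by limma on FPKM (adjusted p between 0.143 and 0.169). The lines also differ in strain, and whether strain differences in these genes shift the counts was not tested.

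Genes of chromatin architecture and modification went in both directions. Of 15 CTCF and cohesin genes 6 were higher and 4 lower (camera adjusted p = 0.986), with Smc3 and Mau2 higher by 0.85 ± 0.11 and 0.70 ± 0.07 and Wapal and Pds5a, which release or regulate cohesin, lower, at -0.75 ± 0.07 and -0.60 ± 0.07. Of 29 histone acetylation genes 11 were higher and 9 lower (camera adjusted p = 0.934), among them Brd3, a reader of acetylated histones, at 0.96 ± 0.09, and the deacetylases Hdac11 and Hdac6 at -2.12 ± 0.15 and -1.90 ± 0.07. Its median was 0.11 and its mean -0.04, so the signs differed. Of 28 Polycomb and HP1 genes 13 were higher and 9 lower (camera adjusted p = 0.934), with Phc2 and Phc1 at 1.26 ± 0.09 and 1.07 ± 0.12 and Ezh1 and Rbbp7 at -0.80 ± 0.07 and -0.66 ± 0.08. Of 21 proliferation genes 5 were higher and 9 lower (camera adjusted p = 0.473); Ccne2 and Ccne1 were higher by 1.13 ± 0.11 and 0.99 ± 0.07, and Rrm2 and E2f1 lower, at -3.15 ± 0.09 and -0.95 ± 0.07.

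Of 16 p53 target genes 7 were higher and 5 lower (camera adjusted p = 0.473), with a median of 0.13 and a mean of -0.31. Eda2r and Fas were higher by 8.01 ± 0.37 and 3.06 ± 0.25, Gdf15 was lower, at -6.35 ± 0.10, and Perp was at 0.111 ± 0.110 CPM in MV+ and 181 ± 9.80 in RAG, a log2 fold change of -10.62 that was -11.78 without MV+ replicate 2 and -11.98 without MV+ replicates 1 and 2. Of 15 housekeeping reference genes 7 were higher and 5 lower (camera adjusted p = 0.934). Polr2a and Ppia were higher by 1.21 ± 0.12 and 0.90 ± 0.16, and Sdha and Pgk1 lower, at -0.92 ± 0.07 and -0.84 ± 0.10; Ppia stood at 4.23 and 2.23 CPM. The medians of the other 16 lists tested were unchanged with such genes at their bound. Adjusted over the list alone, the counts of higher and lower members were the same for all 23 lists. With the correlation estimated camera called 0 of 18 lists, 3 at an unadjusted p under 0.05, and fry called 16.

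**Figure D3:**
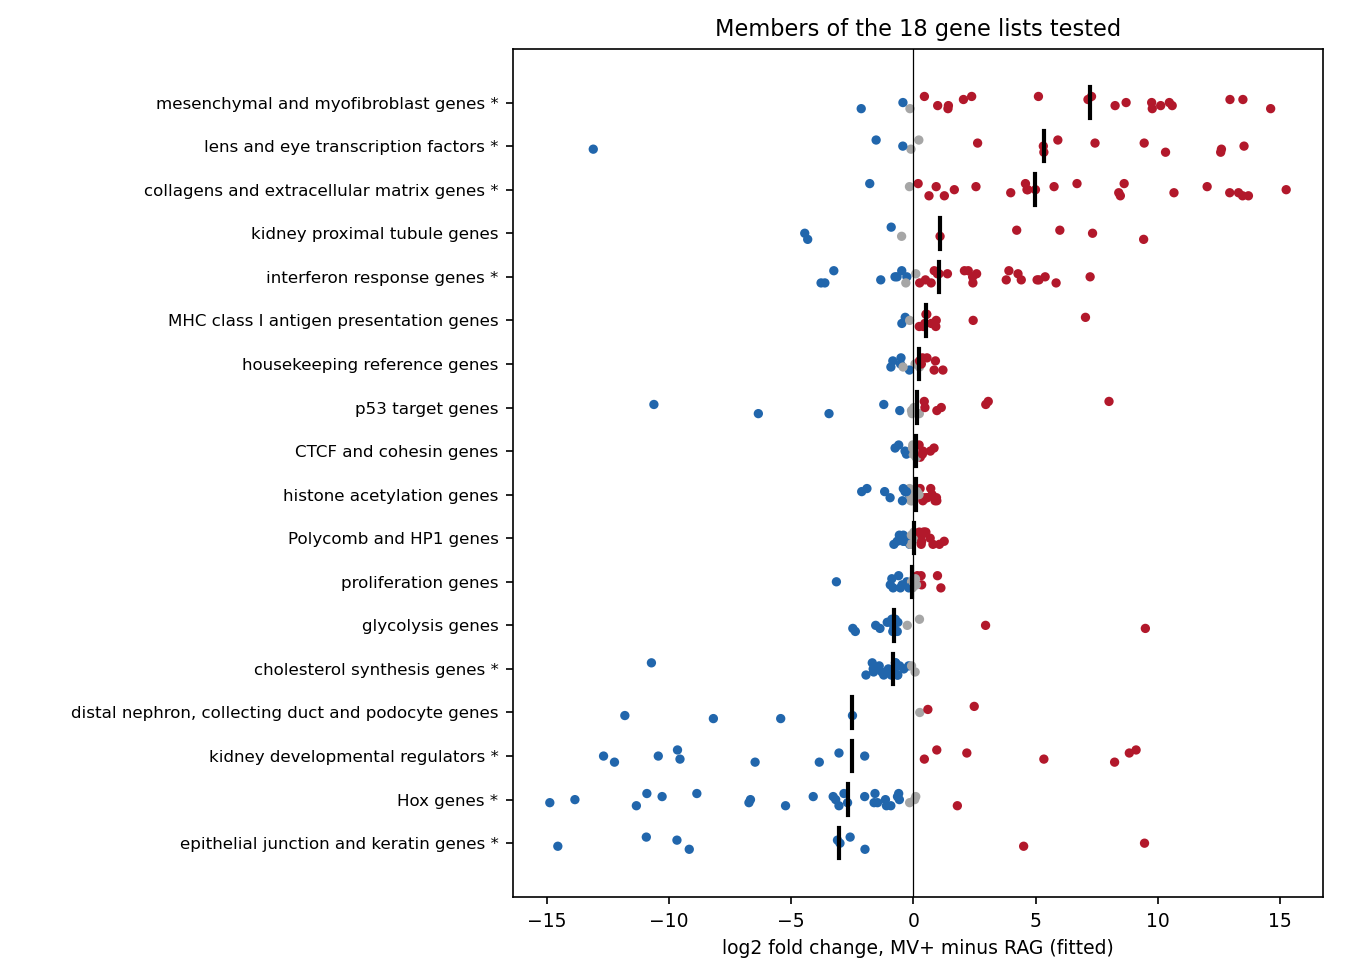
Fitted log2 fold change, MV+ minus RAG (x), of each tested member of the 18 lists tested (y), red higher, blue lower and grey not called, with the list median as a black bar and an asterisk where camera called the list. Medians run from -3.06 for epithelial genes to 7.22 for mesenchymal genes.

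Most genes of cells that neither line should hold had too few counts to be tested. Of 29 pancreatic islet genes 3 were tested, 2 were higher and 1 lower in MV+: Isl1 was at 2.67 ± 0.197 CPM, Ins2 at 2.04 ± 1.02 CPM, both with no count in RAG, and Mafa was lower, at -2.66 ± 0.22. MV+ replicates 1, 2 and 3 held 53, 47 and 23 counts of Ins2. Of 19 leukocyte, endothelial and erythroid genes 4 were tested; Coro1a was higher by 2.07 ± 0.27, Cd68, a lysosomal protein, lower, at -5.67 ± 0.11, and Lyz2 had 1 count in MV+ and 66 in RAG. Of 14 neuronal genes 4 were tested and 3 were higher; Mtap2, a microtubule-associated protein, was at 81.3 ± 3.65 CPM and had no count in RAG, Tubb3 was higher by 5.74 ± 0.22 and Slc17a7 lower, at -0.61 ± 0.14, a call lost without MV+ replicates 1 and 2 (adjusted p = 0.0665). Of 15 retina and pigment cell genes 3 were tested and 2 were lower, Mlana with 1 count in MV+ and 93 in RAG and Best1 by -3.28 ± 0.28.

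Single genes set the lines apart as well. Hprt, the purine salvage enzyme that RAG is known to lack in activity, was at 136 ± 9.35 CPM in MV+ and 1.74 ± 0.256 in RAG, a log2 fold change of 6.30 ± 0.11 (edgeR adjusted p = 1.25e-16). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 84.7 ± 1.89, 70.9 ± 4.74, 48.0 ± 4.53 and 47.5 ± 5.26 CPM in MV+ and had no count in RAG, and Uty, the lowest of them, was at least 1591-fold higher in MV+. Xist had 2 counts in each line and Tsix had none. The genes with the most counts were Rn45s, Lars2, Rmrp, Actb, Rpph1 and Fth1. Actb was higher in MV+ by 0.85 ± 0.06, and Fth1, ferritin heavy chain, was at 401 ± 21.7 CPM in MV+ and 4916 ± 182 in RAG, a log2 fold change of -3.61 ± 0.07. Rn45s at -0.37 ± 0.25 and Lars2 at -0.59 ± 0.31 were not called (adjusted p = 0.231 and 0.148), but were called with the replicate number as a block, at -0.34 and -0.56 (adjusted p = 0.00293 and 0.0115), and without RAG replicate 3 at -0.59 and -0.83. Rpph1 at -0.50 ± 0.21 was not called (adjusted p = 0.0765), but was called at -0.67 without RAG replicate 2 and at -0.26 without RAG replicate 3 (adjusted p = 0.000774 and 0.0129). Rmrp was called at -0.33 ± 0.13 and lost that call without MV+ replicate 1, MV+ replicate 2, RAG replicate 2 or RAG replicate 3 (adjusted p between 0.0630 and 0.0969), and also with upper quartile normalization, without a filter, by limma and without MV+ replicates 1 and 2 (adjusted p between 0.0968 and 0.863).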

Values the study reported

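The study modelled 5 Mb around Pax6, and placed its distal enhancers about 50 kb upstream and about 95 kb downstream of the gene.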

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

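Of the alternatives, 1 setting was chosen after seeing the data, which left out MV+ replicates 1 and 2 together and assumed that the lone MV+ library varies like RAG. No called gene was called in the opposite direction under any setting that tested it. Limma on log2(FPKM + 1) gave 1260 genes lower past a log2 fold change of 1 with its filter and 1277 without, against 2132, and 1471 with the smaller pseudocount of 0.1; on log2(FPKM + 1) the log2 fold change of Pax6 was 4.12. With the correlation estimated, 0 lists were called higher and 0 lower, and fry called 8 and 8; the cause was not tested. The fit with replicate number as a block called 5493 genes higher and 5273 lower, put Pax6 at 10.31, and beyond Rn45s and Lars2 changed no other call among the named genes and lists. Leaving out single libraries gave 5087 to 5204 genes higher and 4868 to 4986 lower, and put Pax6 between 9.84 and 13.42. Without MV+ replicates 1 and 2, 4746 genes were higher and 4641 lower, Pax6 was at 10.25, 11 genes around it were higher and 8 lower, 5 lists were called higher (the neuronal genes, with enough members for a test there, are the added one) and 4 lower, and 87.8% of the called genes kept their call. Over all settings that refit the genes, that one included, named genes lost a call 29 times and gained one 9 times. Over the same settings the 18 lists, by camera at the preset correlation (cameraPR for DESeq2), lost one 5 times and gained one 15 times. Depth limits the genes with few counts: a fitted fold against a line at 0 depends on the prior count.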

Other observations

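The gene families described first were picked after their values were seen, as were the tests of the islet genes and of the reference genes; the tests along chromosomes 12 and 13 were written before their outcome was seen, for chromosomes picked from their medians. Genes of the protocadherin beta cluster on chromosome 18 were higher in MV+: 9 of 22 were tested and all 9 were higher, and the cluster held 1894 counts in MV+ and 12 in RAG. The Ugt1a genes on chromosome 1, which encode glucuronosyltransferases, went the other way, with 11 counts in MV+ and 6849 in RAG and 4 of 4 tested lower. The 9 listed Hoxd genes held 1 count in MV+ and 25407 in RAG, while the 10 listed Hoxb genes stood at 93.4 ± 6.23 CPM in MV+ and 230 ± 6.33 CPM in RAG (SD, n = 3), with 8 of 9 tested lower. Members of the protocadherin and Ugt1a families share sequence or exons, so their single values are uncertain.

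Genes of chromosomes 12 and 13 were lower in MV+ as a body. Over genes with a mean of at least 1 CPM in both lines, the median log2 fold change was -0.58 for 370 genes of chromosome 12 and -0.61 for 410 of chromosome 13, and 16.8% and 16.6% of them were higher in MV+. The median over all 10307 such genes was -0.04, and the next lowest were chromosome 10 at -0.36 and chromosome 15 at -0.31, while chromosome 4 stood at 0.25. A trend on GC content and gene length is argued against as the whole cause, since the medians were -0.60 and -0.59 after it was taken out (bootstrap SE 0.0446 and 0.0403). Of 10 stretches of equal gene number along each chromosome, 20 of 20 had a median under -0.3, so a candidate explanation is a difference in chromosome number, by gain in RAG or loss in MV+, which these data do not separate and no DNA measurement here tests.

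Transcripts of pancreatic islet cells were seen in MV+ replicates 1 and 2, and less in replicate 3: Ins1 had 41, 23 and 6 counts in MV+ replicates 1, 2 and 3, Iapp 57, 32 and 4, and Chga 14, 24 and 1, while Isl1 had 44, 59 and 68. Library depth runs the other way, since replicate 3 held 1.21 times the mean total of the others. The 12 islet genes with at least 10 counts, Isl1, Nkx6-1 and Mafa among them, did not keep a single ratio between libraries (chi-square 144.2, simulated p = 1e-05). The 100000 simulations, with counting noise and a biological coefficient of variation of 0.113, reached 78.7, and this p is the smallest they can give. The outcome was foreseeable, since the set holds Isl1, whose counts had been seen to rise. A single source for the genes that fell was not tested. The result argues only against a single source for all 12. Carry-over of endocrine RNA or reads for part of them may remain and cannot be told apart from expression in those cultures: the 10 genes that fell most to replicate 3 held 6 of 8 islet list genes (one-sided Fisher's exact p = 1.42e-18), but this restates how the pattern was found, and the study's islet tumour line with high Pax6, β-TC3, a candidate source, is not in this series. Pax6 stood at 63.2, 55.1 and 53.6 CPM in MV+ replicates 1, 2 and 3.

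Gapdh, Ppia and Eno1, usually abundant, were at 5.15, 3.23 and 3.65 CPM over all libraries, the lowest of 30 housekeeping and glycolysis genes. Identical copies elsewhere in the genome covered 100% of the 50-nt exon windows of Gapdh and of Ppia and 81.9% of those of Eno1, and reads with several alignments were not counted. For Gapdh and Ppia that rule drops reads that match these windows exactly, so their low counts do not measure their expression. Across the 30 genes, which are not independent replicates, mean CPM and that share had a Spearman rho of -0.197 (two-sided permutation p = 0.296). For log2 CPM the Pearson r was -0.446 (two-sided permutation p = 0.0134). Shared reads may lower other genes of the set, but the 2 measures differ and do not tell this apart from expression. No biological explanation was tested. Eef1a1 kept 1887 CPM with 73.6% of windows shared.

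The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05; the real split, 1 of the 10, gave 10285 changed genes and the highest of the others 0. The replicate numbers pair the libraries, and 3 of the other splits part all 3 pairs as the real one does, while the rest keep 2 pairs together.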
